A study of Mus musculus with 12 samples. Its data were reported in "Metabolic dependencies of metastasis-initiating cells in female breast cancer" (2023).

How the data were processed

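H3K27ac, an acetylated form of histone H3 found at active promoters and enhancers, was measured by chromatin immunoprecipitation followed by sequencing (ChIP-seq) in 4T1 cells, a mouse mammary carcinoma line that forms metastases. The cells were treated for 48 h with vehicle, acetate (5 mM), etomoxir (50 µM), etomoxir + acetate, etomoxir + SB204990 (50 µM each) or etomoxir + SB204990 + acetate. Acetate can be converted to acetyl-CoA, the acetyl donor for histones. Etomoxir inhibits carnitine palmitoyltransferase (the enzyme encoded by Cpt1a), which brings long-chain fatty acids into mitochondria. SB204990 inhibits ATP citrate lyase (encoded by Acly), which makes acetyl-CoA from exported citrate. There were 2 libraries per treatment and 12 in all. The library names share 1 of a pair of suffixes across the treatments, and these are called set 1 and set 2 here. The labels do not say what the suffix stands for.

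Human chromatin amounting to 7.5% was added before the immunoprecipitation as a spike-in. Per the labels and the methods of the study, the authors processed paired-end reads with the nf-core/chipseq workflow (v1.2.2) on a merged human (GRCh38) and mouse (mm10) genome. Scaling factors were derived by the authors from the percentage of human reads and then divided by the highest factor. The deposited table holds 1 signal value for each of 126464 mouse intervals in each library, which is the read count in the interval multiplied by the factor of the library. In 2 libraries the factor was 1, so their deposited values were raw counts. In the other libraries 100% of the values were whole multiples of the smallest value above 0, so the counts and the factors were recovered from the values. The factor was 1 in 1 library of each set, so the factors were on a separate scale in each set, and changes within each set are given beside the pooled ones. The number of replicates used for calling the intervals is not stated. Coordinates are those of the table in mm10, counted from 1 with both ends included, as the stated interval lengths show.

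This processing bears on the values in 3 ways. A spike-in factor multiplies every interval of a library alike, so an error in 1 factor moves all intervals of that library together and is not averaged out over intervals. A factor computed from a percentage and applied to reads leaves the sequencing depth of the library in the values, and the share of reads multiplied by the factor was therefore tried as an alternative. Only reads in intervals could be counted, so this alternative also removes differences in the share of reads that fell in intervals. The nearest gene given by the authors' annotation need not be the gene an interval regulates. In the gene symbols of the table, 21 read as calendar dates, as happens when a spreadsheet converts a name, and 3 of these joined intervals of more than 1 gene. None of these symbols belongs to a list used here. All 12 value columns of the table were used. Input or other antibody libraries were not used here, so no background was subtracted.

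The following choices were made before the data were examined: the groups, the tests, the gene lists and all alternatives other than those named as later. The level of H3K27ac was described per library by the sum and the median of the scaled values over all intervals, and per comparison by the median over intervals of the log2 ratio of group means. Totals of 2 against 2 libraries were compared by an exact two-sided permutation test, which cannot go below p = 0.333. The acetate effect over the 3 inhibitor backgrounds (none, etomoxir, etomoxir + SB204990) was tested on log2 totals by an exact two-sided permutation test of the acetate labels within each background (216 arrangements).

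Single intervals were tested with limma (version 3.58.1, R 4.3.3) on log2(scaled value + 1) with an intensity trend, in 1 fit of 6 group means over the 12 libraries. Only the 63903 intervals with a mean of at least 10 over the 12 libraries were tested, and 62561 were not. An interval was called at a Benjamini-Hochberg adjusted p under 0.05 within its comparison. A pseudocount of 1 understates the change of low intervals. The SE and p of an interval lean mainly on the variance that limma shares over intervals of like intensity. The comparisons were 5 primary and 5 secondary pairs of groups, the average acetate effect over the 3 backgrounds, and 2 interactions that ask whether the acetate change differed with the inhibitors. The text names up to 3 intervals per comparison with the largest absolute log2 fold change, among those with an adjusted p under 0.05, a mean of at least 50 and the same direction in both sets. 1 interval that meets this rule is not reported here. Intervals named outside this rule are said to be chosen after their values were seen.

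At the gene level, the scaled values of all intervals assigned to a symbol were summed for 22264 symbols and tested in the same way. A list of 195 genes of the epithelial-to-mesenchymal transition (EMT) was written from general knowledge, since the gene sets used by the study were not used here, and 167 of them had an interval. The list was tested with camera (preset correlation 0.01) against all other genes, and with fry, over 6 comparisons. Further lists were the 4 genes whose H3K27ac tracks the study names, the 12 EMT genes and 5 housekeeping genes it measured by qPCR, and 5 genes of acetyl-CoA metabolism. A list of 47 target genes of the fatty acid receptors PPAR was written after the interval results were seen and before its own test. Matched lists were drawn 10000 times from the 50 genes nearest to each member in mean value and covered length.

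Alternatives changed 1 choice at a time: the pseudocount, the filter on low intervals, the fit to only the 4 libraries of a comparison, the intensity trend, the replicate block, and leaving out each library. Scalings were also changed, to median-of-ratios and to total-sum scaling of the deposited values, both of which remove a shift shared by all intervals. On the recovered counts, edgeR (version 4.0.16) was run with the spike-in factors as offsets and with TMM, and DESeq2 (version 1.42.0) with the spike-in factors as size factors. The share of reads in intervals multiplied by the factor (also with the replicate block), the leave-one-out fits of the average acetate effect and the filter on genes with a mean of at least 10 were added after seeing the data. Annotation of named intervals was read from GENCODE release M21, on the same build. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9 were used for the remaining steps.

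The interval tests and camera were tried on simulated data. Counts were drawn for the 63903 tested intervals from the means of the real libraries, with 200 intervals changed. limma recovered 92% of these with 11 calls among unchanged intervals. When every interval of 1 group was also raised 1.4-fold, limma called 17257 unchanged intervals, so this test counts a shift shared by all intervals as calls. camera with the preset correlation gave p under 0.05 for 0 of 100 random lists of intervals. The counts were drawn independently for each interval, so this does not test camera on lists whose members are correlated. The matched lists were tried on the real changes of etomoxir + SB204990 vs. vehicle. Of 100 random lists drawn from genes matched to the EMT list, 4 lay below all but 5% of their own matched lists.

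Reads in intervals ranged from 7179165 to 16676442 per library, and the median tested interval held 40 reads. Wilson intervals at 95% are given for shares of reads, and a count of 0 allows up to 3 reads. Both cover counting error only, since reads without molecular identifiers are not independent molecules.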

Results

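The study asked whether acetyl-CoA supply sets the level of H3K27ac in metastatic breast cancer cells, and whether H3K27ac at EMT genes follows. To this end, H3K27ac ChIP-seq with a human chromatin spike-in was performed on 4T1 cells under 6 treatments, with 2 libraries (set 1 and set 2) per treatment. The table held 126464 intervals with a median length of 715 bp (165 to 185673 bp). By the authors' annotation, 65075 intervals lay in introns, 37064 were intergenic, 8348 were at promoters, 8147 at transcription end sites and 7818 in exons, and 12 had no annotation. Reads in intervals ranged from 7179165 in the etomoxir + SB204990 library of set 2 to 16676442 in the acetate library of set 1. The scaling factors ranged from 0.398 in the etomoxir + SB204990 library of set 1 to 1 in 1 library of each set. Between 0.409% and 1.06% of the intervals had a value of 0 in a library, which allows up to 3 reads.

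By correlation across intervals, libraries of the same treatment were not more alike than libraries of different treatments. A shift shared by all intervals of a library hardly changes a correlation, so this compares patterns and not levels. Across intervals, which are not independent, the Pearson correlation of log2(scaled value + 1) averaged 0.9532 between the 2 libraries of a treatment (0.925 to 0.962) and 0.9503 between treatments (0.898 to 0.969). The difference of 0.00291 was smaller than the SD of 0.0142 over the 6 same-treatment pairs. The etomoxir + SB204990 pair was the lowest, at 0.925, and widened this SD. Spearman correlation moved both averages most, to 0.896 and 0.894. The etomoxir + SB204990 library of set 2 stood apart. Its mean correlation with the other libraries was 0.915, against 0.949 to 0.958 for the rest. After median-of-ratios scaling, it lay at 88.4 on the first principal component (25.02% of the variance), with the next library at 24.1. It also had 2.83% of its reads (95% Wilson interval 2.82 to 2.84%) in the weakest quartile of intervals, compared with 0.969% to 1.403% in the other libraries.

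**Figure D1:**
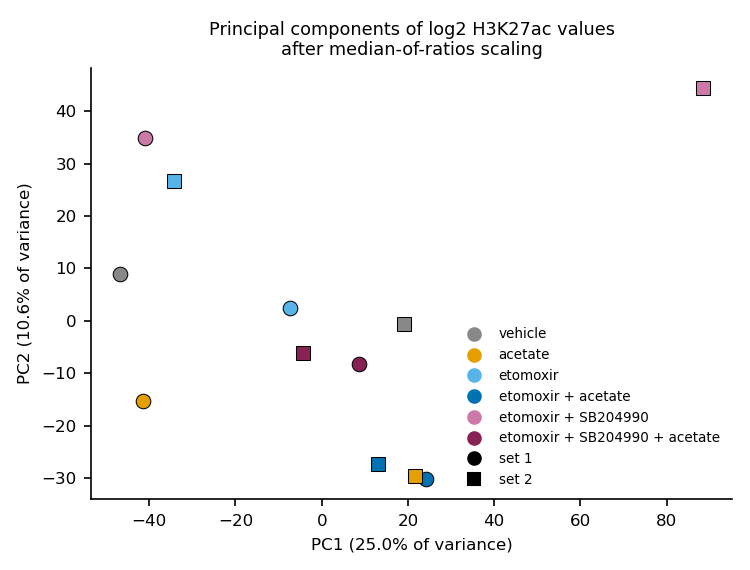
Principal components 1 (x axis, 25.02% of variance) and 2 (y axis, 10.6%) of log2 H3K27ac values after median-of-ratios scaling, over the tested intervals. This scaling removes a shift shared by all intervals. Each library is 1 point, with colour for the treatment and shape for the set. The etomoxir + SB204990 library of set 2 lies at 88.4 on the x axis, apart from the other 11.

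To see whether acetate raised H3K27ac as a whole, the scaled totals were compared within each inhibitor background. Acetate-treated cells had a higher total than their counterparts without acetate in 6 of 6 same-set pairs, by 1.30 to 1.70-fold. The mean log2 difference was 0.63 (1.54-fold), with p = 0.00926 in the exact two-sided permutation test within backgrounds, the smallest value its 216 arrangements can give. It was 0.67 in set 1 alone and 0.58 in set 2 alone. The alternative that moved this result most was the share of reads multiplied by the factor, chosen after seeing the data. It divides each library by its reads in intervals, and so takes out depth together with the share of reads that fell in intervals. The mean difference was then 0.42 and the exact permutation p was 0.130. The direction was kept, but the effect did not pass 0.05 under that scaling.

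**Figure D2:**
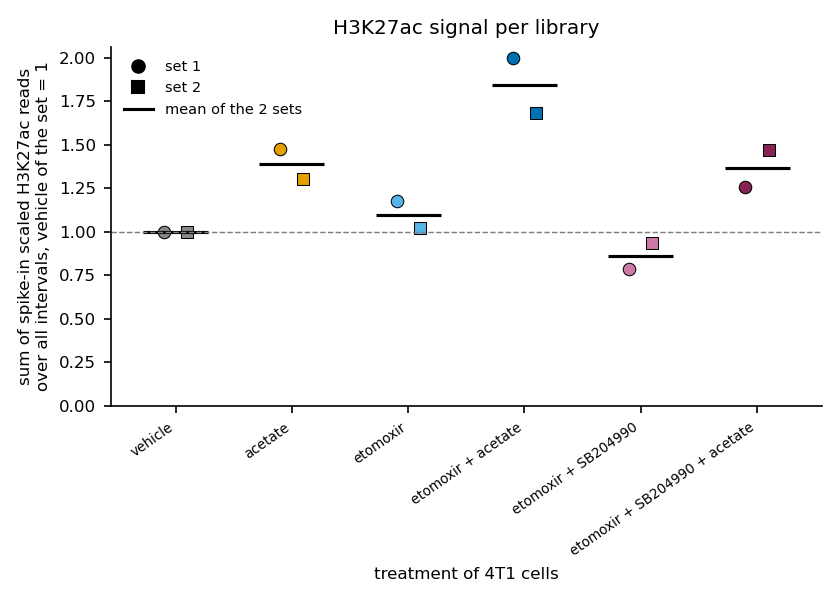
Scaled H3K27ac total of each library divided by the total of the vehicle library of the same set (y axis), for the 6 treatments (x axis), with 1 point per library, shape for the set and a line for the mean. In each inhibitor background both acetate libraries lie above both libraries without acetate, and the highest is etomoxir + acetate in set 1.

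Between single treatments, the smallest exact permutation p for 2 against 2 libraries is 0.333, so no pairwise level could pass 0.05 in this test. The medians are given as a description of the libraries. Acetate vs. vehicle gave a median log2 ratio over intervals of 0.48 (0.59 in set 1, 0.39 in set 2). Etomoxir + acetate vs. etomoxir gave 0.89 (0.85 and 0.88). Etomoxir + SB204990 + acetate vs. etomoxir + SB204990 gave 0.51, but 0.88 in set 1 and 0.24 in set 2. With the share of reads multiplied by the factor these became 0.23, 0.92 and -0.12, so the last changed its direction over all intervals. Over the 63903 tested intervals, which are the stronger ones, its median log2 fold change under that scaling was 0.21. By the median over intervals, neither inhibitor treatment lowered the level in both sets. Etomoxir vs. vehicle was 0.14, with 0.42 in set 1 and -0.12 in set 2, and it fell without the vehicle library of set 1, to -0.04. Etomoxir + SB204990 vs. vehicle was 0.00, with -0.33 in set 1 and 0.20 in set 2, but the scaled totals were lower in both sets, at 0.784 and 0.935 times those of vehicle. By the median the 2 libraries of the treatment pointed in opposite directions, and it was -0.57 without the library of set 2 and 0.42 without that of set 1.

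The set difference of etomoxir + SB204990 depended on the strength of the intervals. In set 2, the log2 ratio of summed values vs. vehicle was 0.91 in the weakest quartile of intervals and -0.26 in the strongest 1%. In set 1 it was -0.32 and -0.35. Acetate vs. vehicle was more even, with 0.58 and 0.54 in set 1 and 0.35 and 0.37 in set 2. Etomoxir + acetate vs. etomoxir was larger in weak intervals in both sets, at 0.95 and 0.71 in set 1 and 0.95 and 0.64 in set 2. Etomoxir + SB204990 + acetate vs. etomoxir + SB204990 had the same trend in set 1, at 1.04 and 0.60, and the opposite in set 2, at -0.63 and 0.87. Etomoxir vs. vehicle was 0.54 and 0.15 in set 1 and -0.36 and 0.08 in set 2.

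**Figure D3:**
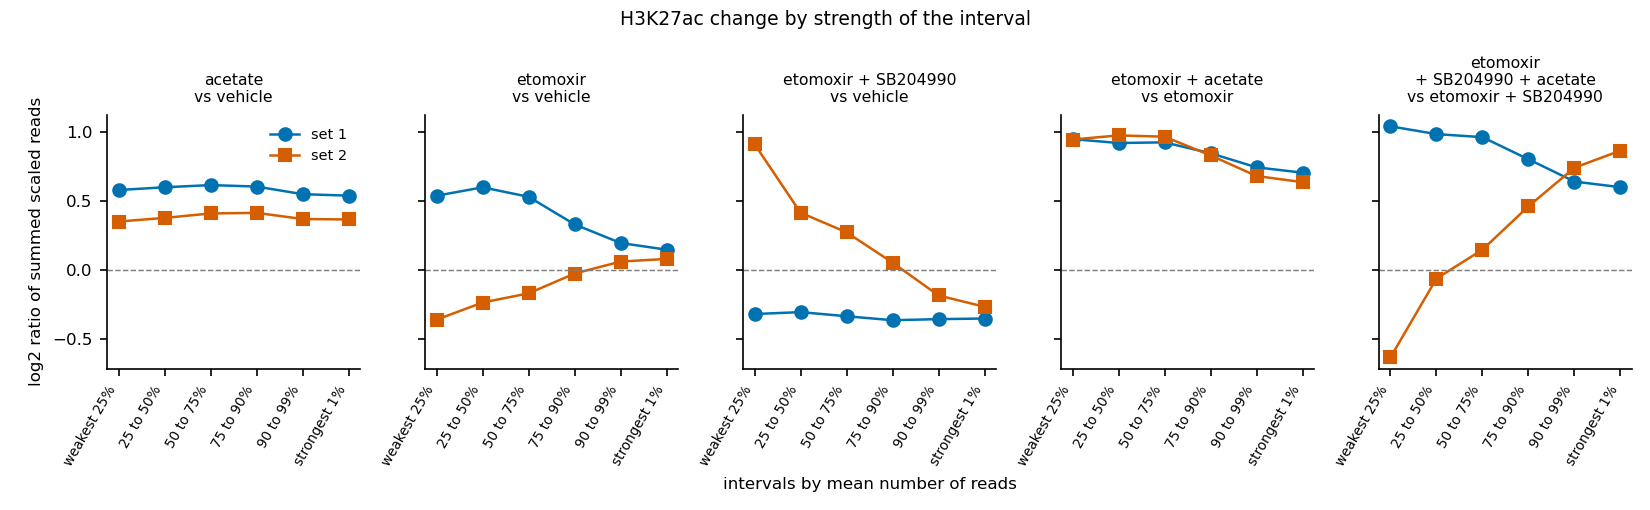
Log2 ratio of summed scaled values (y axis) in 6 classes of intervals ordered by strength (x axis), 1 panel per comparison and 1 line per set. The lines of acetate vs. vehicle are nearly flat, and the set 2 line of etomoxir + SB204990 vs. vehicle falls from 0.91 in the weakest to -0.26 in the strongest class.

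At single intervals, limma called 61 of 63903 intervals higher and 0 lower in acetate vs. vehicle, and 16905 had an unadjusted p under 0.05. In etomoxir + acetate vs. etomoxir it called 36028 higher and 0 lower, and in etomoxir + SB204990 + acetate vs. etomoxir + SB204990 17483 higher and 2 lower. The average acetate effect over the 3 backgrounds had 49311 calls higher and 1 lower. The alternatives moved these counts in both directions. That for acetate vs. vehicle rose to 6166 among intervals with a mean of at least 50, 8242 with DESeq2 and 14916 with only the 4 libraries of the comparison. Median-of-ratios scaling and the share of reads multiplied by the factor removed most calls in all 4. The first removed a shared shift of 0.49, 0.82, 0.60 and 0.63 log2 units, respectively. It left 0 calls (1954 at an unadjusted p under 0.05), 0 calls (3175), 0 higher and 1 lower, and 1 higher and 0 lower. The second left 0 calls for acetate vs. vehicle (3 unadjusted), 0 for etomoxir + acetate vs. etomoxir (4004), 0 higher and 1 lower for etomoxir + SB204990 + acetate vs. etomoxir + SB204990, and 0 for the average (3137). Its median change in etomoxir + acetate vs. etomoxir was still 0.86, and the separate scale of the factors in each set adds to its variance, so its 0 calls do not show that nothing changed. Total-sum scaling, which also removes the shared shift, left 50 higher and 9 lower for the average. Most calls for acetate thus recorded the shift shared by the intervals, and between 1 (median-of-ratios scaling) and 59 (total-sum scaling) were left for the average without it. limma without an intensity trend left 0 calls in acetate vs. vehicle (9677 unadjusted) and 0 in etomoxir + SB204990 + acetate vs. etomoxir + SB204990 (22794), with 22940 in etomoxir + acetate vs. etomoxir and 49749 for the average.

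The intervals with the largest acetate change were near Ranbp3l (chromosome 15, 8937755 to 8943050, intergenic, at -27546 bp from its transcription start site), Gm7596 (chromosome 5, 32423471 to 32427838, intergenic) and Fam131b (chromosome 6, 42323628 to 42325976, covering its transcription start site). For the average over backgrounds, the interval near Ranbp3l had a log2 fold change of 1.31 ± 0.12 (SE), with 1.33 in set 1 and 1.28 in set 2 and a limma adjusted p of 3.8e-21. It was the call left after median-of-ratios scaling, with a log2 fold change of 0.65 and an adjusted p of 0.035. The intervals near Gm7596 and Fam131b had log2 fold changes of 1.203 and 1.196, which became 0.55 and 0.55 after that scaling, with adjusted p of 0.30 and 0.29. Over 11 alternatives the adjusted p of the 3 intervals ranged from 9.6e-23 to 0.48, and the highest belonged to the share of reads multiplied by the factor. In acetate vs. vehicle, the largest changes were near 2810404F17Rik (chromosome 16, 95812586 to 95817447, in an intron of 1600002D24Rik), Gm28183 (chromosome 2, 117650665 to 117653752, intergenic) and Gm31822 (chromosome 10, 92628642 to 92631568, intergenic), at 1.36, 1.31 and 1.31. After median-of-ratios scaling they were 0.86, 0.82 and 0.81, each with an adjusted p of 1.00 (0.0015 to 1.00 over 11 alternatives, of which 5 passed 0.05 for each). The largest changes in etomoxir + acetate vs. etomoxir were near Gm45353 (chromosome 8, 122336692 to 122339316), Gm37350 (chromosome 3, 5860527 to 5860732) and Tcf25 (chromosome 8, 123381331 to 123384369), at 1.68, 1.62 and 1.62. In etomoxir + SB204990 + acetate vs. etomoxir + SB204990 they were near 4632411P08Rik (chromosome 5, 29387033 to 29389430), 4930479D17Rik (chromosome 6, 146673777 to 146677255) and Ranbp3l, at 1.45, 1.43 and 1.42. These 6 had adjusted p of 0.87 or 1.00 after median-of-ratios scaling, and from 5.1e-07 to 1.00 over 11 alternatives.

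Whether the inhibitors changed the response to acetate was tested as an interaction. For etomoxir there were 0 calls, with 1142 intervals at an unadjusted p under 0.05 and a median interaction of 0.33 on the log2 scale. For etomoxir + SB204990 there were 0 higher and 1 lower, with 157 at an unadjusted p under 0.05 and a median of 0.15. The call was an interval of 260 bp on chromosome Y (29071024 to 29071283, intergenic, nearest gene Gm28986), and it was lost after median-of-ratios scaling (adjusted p 0.21, and 1.0e-08 to 1.00 over 10 alternatives, of which 2 passed 0.05). A larger number of acetate calls in the presence of etomoxir was therefore not shown to be a different response.

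To see what the inhibitors did without acetate, each was compared with vehicle. Etomoxir vs. vehicle had 36 intervals higher and 4 lower (899 at an unadjusted p under 0.05), and 22 higher and 0 lower after median-of-ratios scaling, which removed a shift of 0.16. Etomoxir + SB204990 vs. vehicle had 20 higher and 14 lower (3234 unadjusted), and 47 higher and 5 lower after median-of-ratios scaling, which removed a shift of -0.12. Over the alternatives the counts ranged from 0 to 134 (only the 4 libraries of the comparison) and from 0 to 165 (total-sum scaling). The share of reads multiplied by the factor left 0 in both, with 32 and 81 intervals at an unadjusted p under 0.05. limma without an intensity trend also left 0 in both (1242 and 1431 unadjusted). Of the called intervals, 19 were shared by both comparisons in the same direction. Both use the vehicle libraries, which by itself makes some changes shared. In 20 simulations without any change, a check chosen after seeing the data, the 40 and 34 intervals with the lowest p shared 1.25 in the same direction on average and at most 3.

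Intervals near Pdk4 and Acot2 were among the 3 largest changes in both comparisons. The interval near Pdk4 (chromosome 6, 5495394 to 5519590, 24197 bp) is intergenic by the authors' annotation, and by GENCODE it includes the transcription start site and coding sequence of Pdk4. In etomoxir vs. vehicle its log2 fold change was 2.10 ± 0.18 (SE), with 2.18 in set 1 and 2.01 in set 2 and a limma adjusted p of 2.5e-26. This SE and p rest mainly on the variance that limma shares over intervals. They do not measure the spread between the 2 libraries of a treatment. The interval near Acot2 (chromosome 12, 83996578 to 84001260, intergenic, downstream of the gene) rose by 1.65 ± 0.27 with an adjusted p of 2.0e-05. In etomoxir + SB204990 vs. vehicle the log2 fold changes were 1.90 and 1.63, with adjusted p of 5.8e-21 and 2.1e-05. After median-of-ratios scaling both kept an adjusted p under 0.05 in each comparison, from 3.1e-05 to 0.0020. Over the alternatives that tested them, 11 for each except 10 for Acot2 in etomoxir + SB204990 vs. vehicle, all but 2 passed 0.05. These 2 were limma without an intensity trend and the share of reads multiplied by the factor, where the adjusted p rose to between 0.11 and 1.00. The log2 fold changes were from 1.43 to 2.17 in every alternative.

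**Figure D4:**
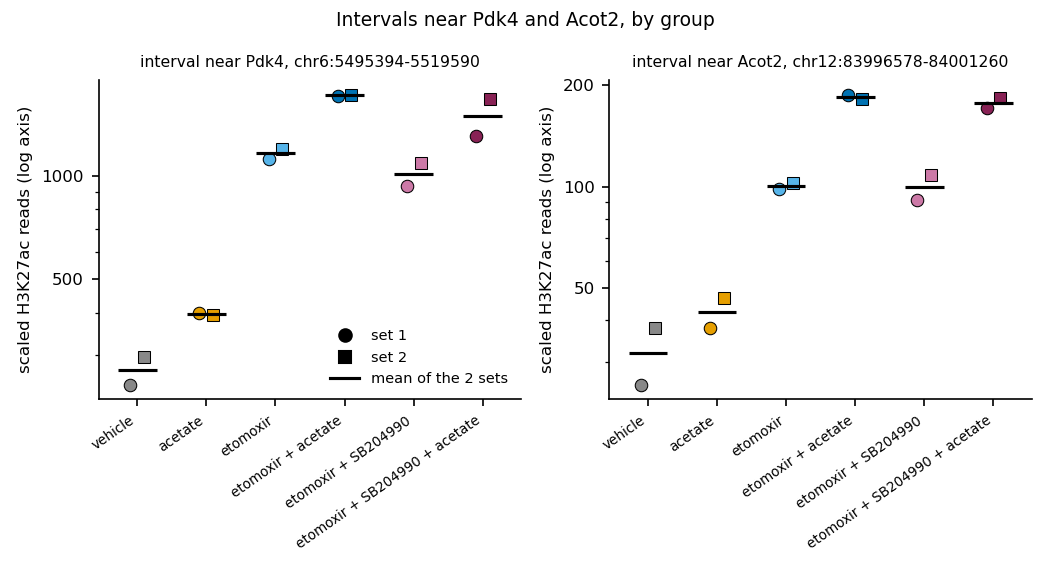
Scaled H3K27ac reads (y axis, log scale) in the intervals near Pdk4 and Acot2 for the 6 treatments (x axis), with 1 point per library, shape for the set and a line for the mean. In each panel all libraries with etomoxir lie above the vehicle and acetate libraries.

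The same intervals were among the 3 largest changes in the presence of acetate. Etomoxir + acetate vs. acetate had 99 calls higher and 0 lower (15644 unadjusted), and 5 higher and 0 lower after median-of-ratios scaling, which removed 0.50. Of the 40 calls for etomoxir vs. vehicle, 35 were also called here in the same direction, although the 2 comparisons share no library. After median-of-ratios scaling the 2 comparisons had 22 and 5 calls, and all 5 were shared. Pdk4 and Acot2 had log2 fold changes of 2.11 and 2.11. limma without an intensity trend (10409 unadjusted) and the share of reads multiplied by the factor (181) left 0 calls in this comparison. Etomoxir + SB204990 + acetate vs. acetate had 27 higher and 1 lower, of which 18 were among the calls for etomoxir + SB204990 vs. vehicle, and the same intervals changed by 1.90 and 2.05. Here the same 2 alternatives left 0 calls (729 and 32 unadjusted). Against vehicle, etomoxir + acetate had 47645 calls higher and 0 lower (8 and 0 after median-of-ratios scaling) and etomoxir + SB204990 + acetate had 1073 higher and 2 lower (35 and 4). In these the Pdk4 interval rose by 2.66 and 2.45 and that of Acot2 by 2.53 and 2.47.

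Adding SB204990 to etomoxir gave 16 calls higher and 14 lower (9030 unadjusted), and 0 after median-of-ratios scaling (2675), without an intensity trend (3414) and with the share of reads multiplied by the factor (394). The largest changes were near Gm37350 (chromosome 3, 5860527 to 5860732), Zfp988 (chromosome 4, 147265789 to 147271425) and on an unplaced scaffold (GL456392.1, 21941 to 23523), at 1.52, 1.38 and 1.13. They rested on the etomoxir + SB204990 library of set 2, with 3.03, 2.56 and 2.15 in that set and 0.01, 0.19 and 0.11 in set 1.

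The study names Postn, Col1a1, Sparc and Itga5 for H3K27ac that followed the treatments. Summed over its intervals, Col1a1 had 526 ± 55.9 scaled reads in vehicle, 864 ± 14.8 in acetate, 511 ± 49.0 in etomoxir, 1051 ± 104 in etomoxir + acetate, 370 ± 100 in etomoxir + SB204990 and 686 ± 120 in etomoxir + SB204990 + acetate (SD, n = 2 throughout). Postn had 1242 ± 54.3, 1657 ± 107, 1157 ± 54.2, 1951 ± 12.6, 840 ± 228 and 1264 ± 262 in the same order. Sparc had 1125 ± 166, 1499 ± 149, 1037 ± 0.539, 1897 ± 47.1, 821 ± 257 and 1325 ± 274, and Itga5 had 576 ± 113, 826 ± 9.71, 573 ± 9.72, 1055 ± 0.634, 481 ± 117 and 782 ± 176. Of the Col1a1 value, 53.2% came from an intergenic interval upstream of it (chromosome 11, 94911250 to 94921617) and 11.7% from the interval at its promoter (94935114 to 94938604). The largest Postn interval, with 40.4% of its value, lay downstream of the gene (chromosome 3, 54474772 to 54485981). The largest intervals of Sparc (chromosome 11, 55403480 to 55431873) and Itga5 (chromosome 15, 103354887 to 103370913) each included the transcription start site.

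**Figure D5:**
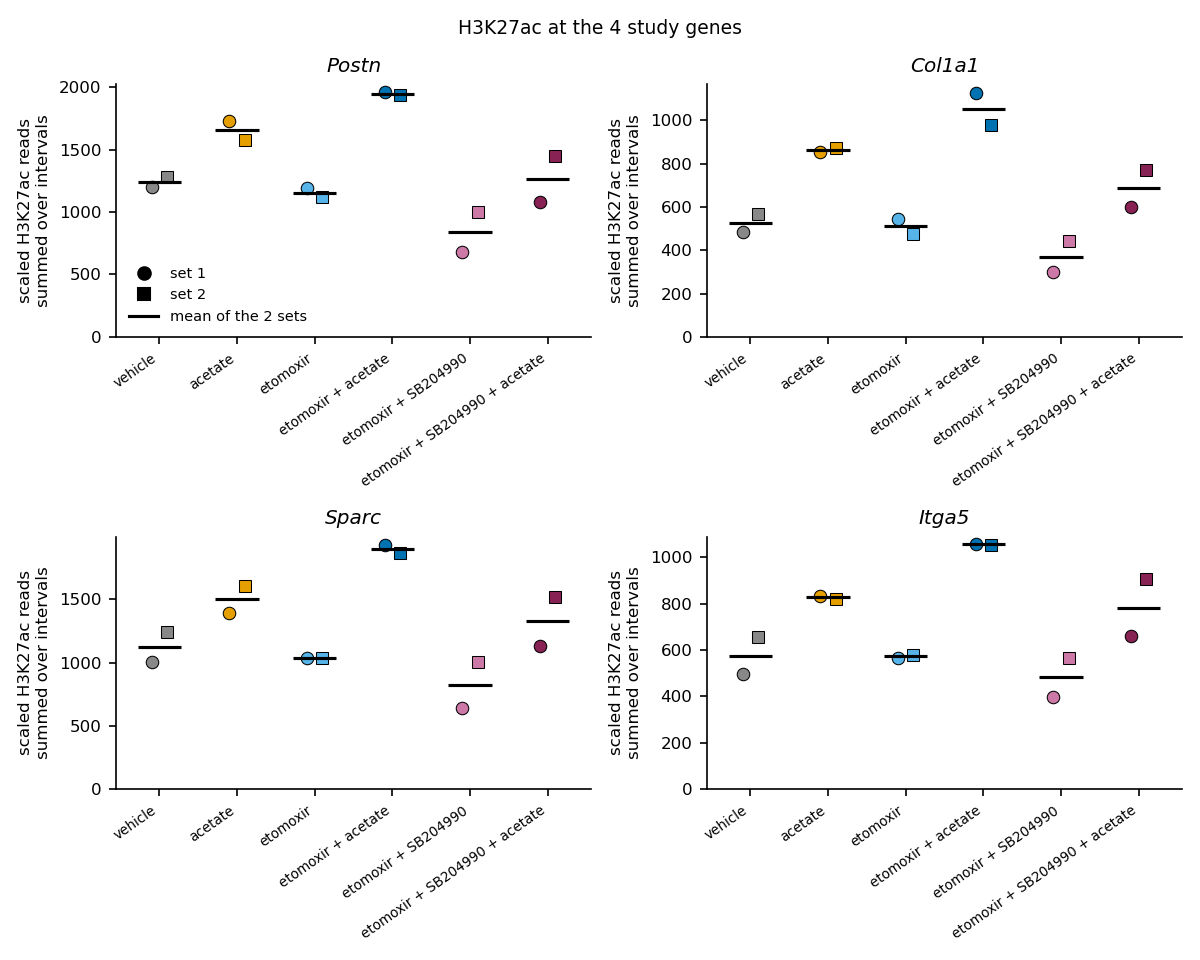
Scaled H3K27ac reads summed over the intervals of each of 4 genes named by the study (y axis, starting at 0), for the 6 treatments (x axis), with 1 point per library, shape for the set and a line for the mean. In each gene both acetate libraries lie above both vehicle libraries.

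In acetate vs. vehicle the log2 fold changes were 0.41 for Postn, 0.72 for Col1a1, 0.42 for Sparc and 0.53 for Itga5, against a median of 0.47 over all genes. None of the 4 was called over all genes (adjusted p from 0.12 to 0.15 in limma, 3 at an unadjusted p under 0.05), and 2 were called adjusted over the list alone, Col1a1 and Itga5. The study gives these genes as examples from these samples without saying how they were chosen, so the second count is not taken as independent evidence. Without the vehicle library of set 1 Sparc was at 0.27 and Itga5 at 0.33, and without that of set 2 they were at 0.57 and 0.74. All 4 were called higher in etomoxir + acetate vs. etomoxir (0.75, 1.04, 0.87 and 0.88, all genes 0.78) and in etomoxir + SB204990 + acetate vs. etomoxir + SB204990 (0.60, 0.91, 0.71 and 0.70, all genes 0.62). Median-of-ratios scaling and the share of reads multiplied by the factor moved these counts most, each to 0 of 4 in both comparisons. Etomoxir vs. vehicle gave -0.10, -0.04, -0.11 and 0.01, with 0 called (0 unadjusted) and all genes at 0.13, and after median-of-ratios scaling all 4 were lower, with Itga5 at -0.14 and 0 called (3 unadjusted). Etomoxir + SB204990 vs. vehicle gave -0.59, -0.53, -0.48 and -0.27, with 0 called over all genes (3 unadjusted), 3 adjusted over the list alone and all genes at -0.16. Without the library of set 2 the median of the 4 was -0.81, and without that of set 1 it was -0.20. After median-of-ratios scaling the acetate change of Postn was -0.07 in acetate vs. vehicle, -0.03 with etomoxir and -0.04 with etomoxir + SB204990, and that of Sparc was -0.07 in acetate vs. vehicle. Under that scaling 2 of the 4 genes were higher in acetate vs. vehicle, 3 with etomoxir and 3 with etomoxir + SB204990. In each of these, 1 of the 4 had an unadjusted p under 0.05 in limma and 0 were called.

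Of the 12 EMT genes on the qPCR panel, 11 had an interval and Twist2 had none. All 11 were higher in acetate vs. vehicle (median 0.59), with 0 called over all genes (9 unadjusted) and 5 adjusted over the list alone. All 11 were called in etomoxir + acetate vs. etomoxir and 10 in etomoxir + SB204990 + acetate vs. etomoxir + SB204990, over all genes and adjusted over the list alone. After median-of-ratios scaling 0 were called in either. In etomoxir vs. vehicle 7 were higher and 4 lower with 0 called (0 unadjusted). In etomoxir + SB204990 vs. vehicle 11 were lower (median -0.30) with 0 called over all genes (4 unadjusted) and 0 adjusted over the list alone. These directions depended on the scaling. With median-of-ratios scaling 5 and 4 of the 11 were higher in these 2 comparisons. With the share of reads multiplied by the factor 0 and 5 were higher. The 5 housekeeping genes moved with the shared shift, with medians of 0.50 in acetate vs. vehicle, 0.15 in etomoxir vs. vehicle, -0.26 in etomoxir + SB204990 vs. vehicle, 0.68 in etomoxir + acetate vs. etomoxir and 0.72 in etomoxir + SB204990 + acetate vs. etomoxir + SB204990. In the last 2 of these, 5 of 5 housekeeping genes were called. Among the 5 acetyl-CoA genes, Cpt1a and Cpt2 rose in etomoxir vs. vehicle, by 0.83 and 0.79, with 0 of the 5 called over all genes (2 unadjusted) and 2 adjusted over the list alone. Acly changed by 0.09, Acss2 by 0.57 and Acss1 by 0.40 in that comparison. In acetate vs. vehicle all 5 were higher (median 0.61) with 0 called over all genes (3 unadjusted) and 1 adjusted over the list alone, and in etomoxir + SB204990 vs. vehicle 4 were higher (median 0.57) with 0 called over all genes (2 unadjusted) and 1 adjusted over the list alone.

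The EMT list as a whole moved with all other genes to within 0.1 log2 units. In acetate vs. vehicle 163 of its 167 genes were higher, with a median of 0.49 against 0.47 for the other 22097 genes, a difference of 0.02 (0.03 in set 1, 0.01 in set 2). The difference was -0.03 in etomoxir vs. vehicle (-0.09 and 0.01), -0.10 in etomoxir + SB204990 vs. vehicle (-0.07 and -0.09), -0.01 in etomoxir + acetate vs. etomoxir (-0.01 and 0.01), 0.06 in etomoxir + SB204990 + acetate vs. etomoxir + SB204990 (-0.01 and 0.10) and 0.01 for the average acetate effect. camera with the preset correlation gave adjusted p over the 6 comparisons of 0.0013, 0.23, 0.00022, 0.0024, 0.0013 and 0.0013, with the direction down for both inhibitor comparisons and up for the others. An estimated correlation moved these most, to 0.77 to 0.86, so that no call held. Under fry, which tests the list without a background and so counts the shared shift, etomoxir + acetate vs. etomoxir (adjusted p 0.018), etomoxir + SB204990 + acetate vs. etomoxir + SB204990 (0.029) and the average (0.0061) held, and acetate vs. vehicle (0.062) and etomoxir + SB204990 vs. vehicle (0.33) did not. After median-of-ratios scaling the camera adjusted p was 0.31 in acetate vs. vehicle, 0.014 in etomoxir vs. vehicle, 0.73 in etomoxir + acetate vs. etomoxir, where the direction changed, and 0.23 for the average. No single gene of the list was called in the 3 comparisons with vehicle, over all genes or adjusted over the list alone.

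Over all 22264 genes, 0 were called in acetate vs. vehicle (8058 at an unadjusted p under 0.05), 2 in etomoxir vs. vehicle and 0 in etomoxir + SB204990 vs. vehicle (935). There were 14686 genes called higher and 1 lower in etomoxir + acetate vs. etomoxir, 10053 higher and 9 lower in etomoxir + SB204990 + acetate vs. etomoxir + SB204990, and 17245 higher and 0 lower for the average acetate effect.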

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

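Of the tests in this part, the count over pairs of libraries and the test of 1 factor per library were chosen only after the result was seen.

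The acetate change differed between inhibitor backgrounds at 1 interval, on chromosome Y (29071024 to 29071283, 260 bp, nearest gene Gm28986). The acetate change with etomoxir + SB204990 minus the acetate change alone was -4.13 ± 0.80 (SE) on the log2 scale, with a limma adjusted p of 0.017 for this interaction, and it was -3.07 in set 1 and -5.19 in set 2. The interval had 0 reads in both libraries of etomoxir + SB204990 + acetate, where a count of 0 allows up to 3, and 15 to 31 reads in the other 10 libraries. The size of the difference depends on the pseudocount or prior, from -7.91 to -2.17 over 10 alternatives, and the adjusted p ranged from 1.0e-08 to 1.00, with 2 of the 10 under 0.05.

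The same libraries set apart 2 further intervals, which were chosen after their values were seen. An interval on chromosome 13 (81989502 to 81989687, nearest gene Gm48155) had 0 reads in both and 10 to 26 in the others. Another on chromosome Y (40584410 to 40584623, nearest gene Gm28619) had 22 and 15 reads in these 2 libraries and 0 in the other 10. Of the 66 pairs of libraries, only 1 shared such intervals, but the intervals were chosen because they set this pair apart, so an accidental pairing cannot be told apart from an effect of the treatment. A candidate explanation is sequence that occurs in several copies, where the reads of a library can be placed at 1 copy or another. Of the 483 words of 60 bases in the 3 intervals, 95.03% occur again in the reference genome, compared with 7.96% in 90 control intervals. The median number of copies was 12 for the first interval, and 3532 and 3177 for the others. Repeated sequence is not enough by itself, since 16 of 22 other chromosome Y intervals were also mostly repeated without this pattern. Why these 2 libraries place such reads alike is open, and an effect of the treatment remains among the explanations, untested.

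For Postn, etomoxir had opposite directions without and with acetate. Etomoxir vs. vehicle was -0.01 in set 1 and -0.19 in set 2, and etomoxir + acetate vs. acetate was 0.18 and 0.30. The difference was 0.34, and the interaction did not pass 0.05 (unadjusted limma p 0.233). The median interaction over intervals was 0.33, so a candidate explanation is the shift shared by all intervals, which 1 factor per library would give. After median-of-ratios scaling, which removes that shift, the acetate change of Postn was -0.07 alone and -0.03 with etomoxir. The same scaling left 1 of the 49312 calls for the average acetate effect. A change of all intervals in the cells and an error of the factors both act through the factor of a library, and the values do not separate them.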

How the results depend on the processing

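The share of reads multiplied by the factor (with and without the set as a block), the leave-one-out fits of the average acetate effect and the filter on genes with a mean of at least 10 were chosen only after seeing the data, and no other test in this part was.

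The acetate effect on the total kept its direction under all alternatives, from 0.42 to 0.63, and in each set alone (0.67 and 0.58). Under the share of reads multiplied by the factor it was 0.42 and did not pass 0.05 (exact permutation p 0.130). The change there cannot be assigned to depth alone, since the deposited values hold no total read counts. That alternative divides each library by its reads in intervals, which combine sequencing depth with the share of reads that fell in intervals. It moved the median ratio of acetate vs. vehicle from 0.48 to 0.23, of etomoxir + SB204990 vs. vehicle from 0.00 to 0.41, of etomoxir + acetate vs. etomoxir from 0.89 to 0.92, of etomoxir + SB204990 + acetate vs. etomoxir + SB204990 from 0.51 to -0.12 and of etomoxir + SB204990 + acetate vs. vehicle from 0.48 to 0.27. It also changed the direction of etomoxir vs. vehicle, from 0.14 to -0.15, and of etomoxir + SB204990 vs. etomoxir, from -0.17 to 0.53. Both values lie outside the range of the 2 sets (0.42 and -0.12, and -0.75 and 0.34). Over the 63903 tested intervals, the median log2 fold change with that alternative was 0.13 in etomoxir + SB204990 vs. vehicle and 0.21 in etomoxir + SB204990 + acetate vs. etomoxir + SB204990, so the change of direction of the latter holds only with the weak intervals included. Etomoxir + acetate vs. etomoxir also gave 0.86 over intervals with a mean of at least 10, 0.77 with a mean of at least 50 and 0.74 as the log2 ratio of totals, since weak intervals rose more.

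Leaving out 1 library at a time moved the median ratios. They ranged from 0.31 (without the vehicle library of set 1) to 0.72 (without that of set 2) in acetate vs. vehicle, from -0.57 (without the etomoxir + SB204990 library of set 2) to 0.42 (without that of set 1) in etomoxir + SB204990 vs. vehicle, and from 0.10 (without the etomoxir + SB204990 library of set 1) to 1.06 (without that of set 2) in etomoxir + SB204990 + acetate vs. etomoxir + SB204990. They ranged from 0.79 to 0.98 in etomoxir + acetate vs. etomoxir, from 0.30 (without the etomoxir + SB204990 + acetate library of set 2) to 0.74 (without the vehicle library of set 2) in etomoxir + SB204990 + acetate vs. vehicle and from -0.18 to 0.15 (without the etomoxir + SB204990 + acetate library of set 2 and of set 1) in etomoxir + SB204990 + acetate vs. acetate. Etomoxir + SB204990 vs. etomoxir changed its direction, from -0.70 without the etomoxir + SB204990 library of set 2 to 0.22 without that of set 1. The median log2 fold change over intervals ranged, in this order, from 0.33 to 0.63, from -0.48 to 0.26, from 0.23 to 0.96, from 0.77 to 0.89, from 0.30 to 0.64 and from -0.18 to 0.16, with the same libraries left out except for 0.64, which was without the etomoxir + SB204990 + acetate library of set 1. The median ratio of etomoxir vs. vehicle ranged from -0.04 (without the vehicle library of set 1) to 0.36 (without that of set 2). Its median log2 fold change over intervals ranged from -3.6e-04 to 0.30, with the same libraries left out. For the 4 genes named by the study the median ranged from -0.81 to -0.20 in etomoxir + SB204990 vs. vehicle and from 0.42 to 0.99 in etomoxir + SB204990 + acetate vs. etomoxir + SB204990. For the qPCR genes it ranged from -0.595 to -0.0154 and from 0.42 to 0.97 in these comparisons, and from 0.84 to 0.91 in etomoxir + acetate vs. etomoxir. In both lists the lower value of etomoxir + SB204990 vs. vehicle was without the etomoxir + SB204990 library of set 2 and the lower value of etomoxir + SB204990 + acetate vs. etomoxir + SB204990 without that of set 1, and the upper values were without the other. In acetate vs. vehicle Sparc ranged from 0.27 to 0.57 and Itga5 from 0.33 to 0.74, and in etomoxir vs. vehicle the median of the 4 genes ranged from -0.17 to 0.0543 and that of the qPCR genes from 0.00837 to 0.21, each with the lower value without the vehicle library of set 1 and the upper without that of set 2. The difference between the EMT list and other genes ranged from -0.00799 (without the acetate library of set 1) to 0.0542 (without that of set 2) in acetate vs. vehicle, from -0.0638 (without the vehicle library of set 2) to -0.0182 (without that of set 1) in etomoxir vs. vehicle, from -0.144 (without the etomoxir + SB204990 library of set 1) to -0.0432 (without that of set 2) in etomoxir + SB204990 vs. vehicle, from -0.0377 (without the etomoxir library of set 1) to 0.00482 (without the etomoxir + acetate library of set 1) in etomoxir + acetate vs. etomoxir and from 0.00237 (without the etomoxir + SB204990 library of set 2) to 0.0921 (without that of set 1) in etomoxir + SB204990 + acetate vs. etomoxir + SB204990. The calls for the average acetate effect numbered from 37220 to 60579 across the 12 fits that each left out 1 library.

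The numbers of called intervals are given below in the order acetate vs. vehicle, etomoxir vs. vehicle, etomoxir + SB204990 vs. vehicle, etomoxir + acetate vs. etomoxir, etomoxir + SB204990 + acetate vs. etomoxir + SB204990, etomoxir + acetate vs. vehicle, etomoxir + SB204990 + acetate vs. vehicle, etomoxir + acetate vs. acetate, etomoxir + SB204990 + acetate vs. acetate, etomoxir + SB204990 vs. etomoxir, the average acetate effect, and the interaction of acetate with etomoxir + SB204990. As reported they were 61, 40, 34, 36028, 17485, 47645, 1075, 99, 28, 30, 49312 and 1. Numbers in brackets count intervals with an unadjusted p under 0.05.

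Scalings that remove a shared shift lost most calls for acetate by construction. Median-of-ratios scaling gave 0 (1954), 22, 52, 0 (3175), 1, 8, 39, 5, 37, 0 (2675), 1 and 0 (1343). Total-sum scaling gave 0 (1817), 49, 165, 0 (3919), 1, 54, 142, 37, 90, 0 (2229), 59 and 0 (838). edgeR with TMM gave 0 (1977), 35, 68, 0 (4015), 1, 21, 62, 10, 53, 0 (2436), 1 and 0 (1194). The 1 call in etomoxir + SB204990 + acetate vs. etomoxir + SB204990 was lower in each of these. In etomoxir + SB204990 vs. vehicle, 20 higher and 14 lower became 47 and 5 with median-of-ratios scaling, 101 and 64 with total-sum scaling and 59 and 9 with TMM. In etomoxir + SB204990 + acetate vs. vehicle, 1073 and 2 became 35 and 4, 112 and 30, and 53 and 9. In etomoxir + SB204990 + acetate vs. acetate, 27 and 1 became 33 and 4, 66 and 24, and 44 and 9. The average acetate effect had 50 higher and 9 lower with total-sum scaling. The share of reads multiplied by the factor gave 0 (3), 0 (32), 0 (81), 0 (4004), 1, 1, 1, 0 (181), 0 (32), 0 (394), 0 (3137) and 0 (4). The factors are on a separate scale in each set, and this adds to the variance between the libraries of a treatment here.

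Other filters and tests were tried with the spike-in scaling. All intervals gave 0 (18456), 21, 8, 29271, 11131, 49292, 184, 48, 18, 0 (11378), 51506 and 0 (1031), with more intervals to adjust over. Intervals with a mean of at least 50 gave 6166, 49, 105, 22254, 19247, 23674, 4432, 258, 36, 72, 23901 and 0 (41), with fewer intervals tested. limma without an intensity trend gave 0 (9677), 0 (1242), 0 (1431), 22940, 0 (22794), 46775, 6, 0 (10409), 0 (729), 0 (3414), 49749 and 0 (438). edgeR with spike-in offsets was near the reported numbers except in etomoxir + SB204990 vs. etomoxir, where it gave 153. DESeq2 with spike-in size factors gave 8242, 43, 149, 32369, 18963, 42868, 6180, 506, 35, 3975, 44567 and 0 (141), and its own filter left 43363 intervals without an adjusted p in acetate vs. vehicle. The fit to only the 4 libraries of a comparison gave 14916, 134, 8, 53657, 1, 53983, 90, 28910, 19 and 563 for the 10 pairs of groups. A pseudocount of 5 left 0 calls (171) for the interaction. In etomoxir + SB204990 vs. etomoxir, 16 higher and 14 lower became 23 and 49 with a mean of at least 50, 128 and 25 with edgeR, 1 and 3974 with DESeq2 and 15 and 548 with only the 4 libraries. In etomoxir + SB204990 vs. vehicle, 20 and 14 became 33 and 72 with a mean of at least 50, 24 and 125 with DESeq2, 4 and 4 with only the 4 libraries and 7 and 1 over all intervals. Apart from the filters, the cause of these changes was not tested.

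A replicate block for the set was also fitted, although the labels do not say that the sets pair the libraries. After group means were removed, the correlation between libraries of a set was over 0.1 in 3 of 15 pairs of groups (vehicle and acetate 0.30, vehicle and etomoxir + SB204990 0.33, and acetate and etomoxir + SB204990 0.35) and from -0.15 to 0.05 in the other 12. The sets thus moved together in some groups and not in others, and a shared batch is not excluded. With the block the numbers were 2083, 52, 92, 40676, 20667, 50774, 2799, 173, 37, 80, 51883 and 1, and every reported call was among them in each comparison. The calls in etomoxir + SB204990 vs. vehicle were then 31 higher and 61 lower, and those in etomoxir + SB204990 vs. etomoxir 32 higher and 48 lower. With the block and median-of-ratios scaling together they were 0 (2096), 28, 67, 0 (3590), 2, 20, 51, 9, 50, 0 (2883), 1 and 0 (1443), of which 53 were higher and 14 lower in etomoxir + SB204990 vs. vehicle, 43 and 8 in etomoxir + SB204990 + acetate vs. vehicle, and 43 and 7 in etomoxir + SB204990 + acetate vs. acetate. The EMT list kept its calls with the block, and the exact sign-flip p of the acetate effect on the total over the 6 same-set pairs was 0.0312, the smallest its 64 arrangements can give. The share of reads multiplied by the factor was fitted with the block as well, which takes the separate scales of the sets out of the variance. The numbers were then 0 (55), 1, 1, 0 (17304), 1, 11, 11, 1, 2, 2, 0 (12611) and 0 (20), and each of these calls was among the reported ones. The 1 call in etomoxir + SB204990 + acetate vs. etomoxir + SB204990 was lower, as were 1 of the 11 in etomoxir + SB204990 + acetate vs. vehicle and 1 of the 2 in etomoxir + SB204990 + acetate vs. acetate. The interval near Pdk4 had an adjusted p of 0.0014 in etomoxir vs. vehicle and 5.8e-06 in etomoxir + SB204990 vs. vehicle, and that near Acot2 of 1.00 and 0.39. The acetate effect on the total was 0.42 with 5 of 6 same-set pairs higher, 0.63 in set 1 and 0.22 in set 2, and the exact sign-flip p was 0.0938.

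The adjusted camera p of the EMT list was 0.0013 in acetate vs. vehicle, 0.23 in etomoxir vs. vehicle, 0.00022 in etomoxir + SB204990 vs. vehicle, 0.0024 in etomoxir + acetate vs. etomoxir, 0.0013 in etomoxir + SB204990 + acetate vs. etomoxir + SB204990 and 0.0013 for the average. Median-of-ratios scaling gave 0.31 in acetate vs. vehicle, 0.014 in etomoxir vs. vehicle, 0.73 with the opposite direction in etomoxir + acetate vs. etomoxir and 0.23 for the average. camera with an estimated correlation gave 0.77 in each of the 5 that had passed 0.05, since it allows for correlation among the genes of the list. fry, which has no background genes, gave 0.062 in acetate vs. vehicle, 0.70 with the opposite direction in etomoxir vs. vehicle and 0.33 in etomoxir + SB204990 vs. vehicle. The 2 pseudocounts, the strongest interval of each gene, the list without the study and qPCR genes and the filter on genes kept the direction and the side of 0.05 in all 6 comparisons.

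The 4 genes named by the study and the qPCR genes lost their calls with median-of-ratios scaling and with the share of reads multiplied by the factor. In etomoxir + acetate vs. etomoxir, 4 and 11 calls became 0 and 0 (1 and 3 unadjusted, then 1 and 1), and in etomoxir + SB204990 + acetate vs. etomoxir + SB204990, 4 and 10 became 0 and 0 (1 and 1 unadjusted, then 0 and 0). The share with the block also left 0 and 0 in both comparisons (4 and 8 unadjusted in the first, 0 and 0 in the second). After median-of-ratios scaling Postn changed direction to -0.0715 in acetate vs. vehicle, -0.0301 in etomoxir + acetate vs. etomoxir and -0.0445 in etomoxir + SB204990 + acetate vs. etomoxir + SB204990, Sparc to -0.0683 in acetate vs. vehicle and Itga5 to -0.14 in etomoxir vs. vehicle. With the share of reads multiplied by the factor, with and without the block, Itga5 changed direction to -0.21 in etomoxir vs. vehicle and to 0.00903 in etomoxir + SB204990 vs. vehicle. Among values of single genes, 22 others kept their direction and did not pass the threshold under these scalings, 109 kept their direction and their side of the threshold, and when 1 library was left out 32 moved by more than 1 SD between the sets and 48 did not.

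With 2 libraries per group, the smallest permutation p on the total for 2 groups is 0.333, and a call at 1 interval leans on the variance shared over intervals by limma. The median tested interval held 40 reads, which limits changes seen at weak intervals.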

Other observations

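Of the tests in this part, those of 1 factor per library, of a further division by depth, of fewer reads in 1 library and of the authors' scaling were chosen only after the result was seen.

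The calls for the average acetate effect were set against other splits of the libraries within their inhibitor backgrounds. Of 100 splits drawn from the 108 distinct ones, 2 gave as many calls, the real split with 49312 and another with 50829, which set 5 acetate libraries against 1. The split by set gave 0 calls (918 at an unadjusted p under 0.05). For the EMT list, 4 of the 100 splits gave a camera p as small as the real 7.6e-04, with 1.5e-04 as the most extreme, and the split by set gave 0.345. The calls may come from 1 factor per library, since 1 call was left after median-of-ratios scaling. That factor holds both a real rise of H3K27ac and any error of the spike-in, and the values here do not separate them. The study reports Western blots of the same cell line, made without the spike-in, in which acetate raised H3K27ac relative to total histone. In those blots the combined inhibitors lowered it, and adding acetate brought it back to the vehicle level. The blots are separate evidence for a rise in the cells, but they do not show how much of the factor in these libraries is error. Whether the factor needs a further division by sequencing depth cannot be told apart from its deposited use. As deposited, the level relative to vehicle differed less between the sets in 5 of 5 treatments, with a mean gap of 0.221 log2 units compared with 0.546, but the exact sign-flip p was 0.0625, the smallest that 5 treatments can give.

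The etomoxir + SB204990 library of set 2 had 2.83% of its reads in the weakest quartile of intervals and the fewest reads of the 12. When the other 11 libraries were thinned to its 7179165 reads, the highest share was 1.41%, but random thinning leaves the expected share as it was, so fewer reads as a source of the difference cannot be told apart by this test. In this library, 707 intervals with at least 10 reads were 4-fold or more above every other library, and the next most was 10, in the etomoxir + acetate library of set 1. Its share of reads on chromosome Y was 0.0104%, compared with 0.00407% to 0.0057% elsewhere. Background reads spread evenly over the genome would add as many reads per kb to weak as to middle intervals. The extra reads per kb in the weakest quartile were 1.80 times those in the middle 50%, but the ratio was 1.19 for intervals of 200 to 400 bp, 1.77 for 400 to 600 bp and 1.87 for 600 to 800 bp. Evenly spread background and a real gain at weak sites thus cannot be told apart, since the ratio moves with length. The set 1 library of this treatment did not show the pattern, and an effect of the inhibitors, which it shares, was not tested apart from the library.

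The EMT list was compared with 10000 lists of genes matched in mean value and covered length. In etomoxir + SB204990 vs. vehicle its median was -0.26, compared with -0.21 for the matched lists, and 0.01% of these were as low, the smallest share 10000 lists can give. This argues against the strength and length of the intervals as the whole cause. In set 1 alone 0.01% were as low (-0.40 compared with -0.34), which argues against the set 2 library as the cause. In set 2 alone 32.2% were as low, so the lower median relative to matched lists rested on set 1. Without matching, the list minus all other genes was -0.07 in set 1 and -0.09 in set 2. An effect of the treatment at EMT genes is a hypothesis that 1 of 2 sets bears out against matched lists. In acetate vs. vehicle 8.42% of matched lists were as high (0.43% in set 1 and 21.7% in set 2). The median was 0.4905 for the EMT list, 0.4747 for matched lists and 0.4723 for all genes, so matching took up little of the difference. A small rise of the list and the spread among lists of like strength and length cannot be told apart, since the 2 sets differ.

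The 4 genes named by the study had a median of -0.07 in etomoxir vs. vehicle, compared with 0.12 for matched lists, and 0.01% of these were as low. The study gives these genes as examples from these libraries without saying how they were chosen. A choice by their values is not excluded, so the strength and length of their intervals cannot be told apart from such a choice by this test. In set 1 the changes were -0.01 for Postn, 0.17 for Col1a1, 0.04 for Sparc and 0.19 for Itga5, against 0.27 for all genes, and in set 2 they were -0.19, -0.25, -0.26 and -0.18, against -0.02.

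The intervals near Pdk4 and Acot2 were among the largest changes in the etomoxir comparisons, and these genes are taken here, from general knowledge, as targets of PPAR. The hypothesis that PPAR targets rise as a set was tested on genes whose values had not been looked at. Of 47 such genes 33 had an interval, and 0 of them belong to the EMT list. In etomoxir vs. vehicle their median was 0.33, compared with 0.14 for matched lists, and 0.01% of 10000 lists were as high (0.01% in set 1 and 0.03% in set 2). In etomoxir + acetate vs. acetate, which uses other libraries, it was 0.60 compared with 0.45, and 0.01% were as high (0.11% and 0.01%). The authors' scaling as the cause is argued against by 8 genes already seen (Pdk4, Acot2, Acot1, Ucp3, Hilpda, Fbp2, Cpt1a and Cpt2). After median-of-ratios scaling, 8 of 8 were higher under etomoxir in both sets, and each was higher in 8 of 8 same-set pairs with and without SB204990 and acetate. A candidate explanation is that fatty acids kept from oxidation by etomoxir act on PPAR. It was found and tested on the same libraries, fatty acids and PPAR binding were not measured here, and a direct effect of 50 µM etomoxir on PPAR stays open.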
